A study of Mus musculus with 5 samples. Its data were reported in "Osteopontin mediates acquired resistance to hypoxia-inducing antiangiogenics and promotes anti–PD-L1 refractoriness in breast cancer models" (2026).

How the data were processed

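Tumors of MMTV-PyMT mice, a strain in which a viral promoter drives the polyoma middle T oncogene in mammary epithelium, were profiled by droplet-based single-cell RNA sequencing of sorted viable cells. Mice had received isotype IgG2a or B20-4.1.1, an antibody that blocks VEGF-A. Per the labels, each of the 5 libraries was a pool of 3 tumors, each tumor marked with its own 4 multiplexing oligonucleotides. There were 2 isotype pools (6 tumors) and 3 B20-4.1.1 pools (9 tumors). The tumor was the replicate. Every pool held tumors of a single treatment, so pool and treatment cannot be separated by a fixed term.

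The authors aligned and counted the reads with Cell Ranger, assigned droplets to tumors by the multiplexing oligonucleotides, and deposited raw UMI counts, 1 matrix per tumor with 31053 genes and 12 multiplexing features. The deposited counts carry no normalization. The genome build is not stated, so gene identifiers were used as the files give them and no coordinates are given. The assignment was checked on the multiplexing features. The tumor's own oligonucleotides held between 84.3% and 97.6% of these UMIs per tumor, and its own set was the highest in 86.8% to 100% of cells. The third tumor of the first isotype pool was lowest in both. Its own set was highest in 86.8% of cells, against 95.5% in the second tumor of that pool and at least 98.9% elsewhere. The labels do not say which B20-4.1.1 tumors the study classed as high or low in hypoxia, so these classes were not compared.

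From here on, everything was computed from the deposited counts, in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scanpy 1.11.5, leidenalg 0.10.2) and R 4.3.3 (edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, statmod 1.5.0). Cells with 2500 to 27500 UMIs, the range in the study's methods, and at most 20% mitochondrial UMIs were kept. The study's mitochondrial limit is not stated and its housekeeping-gene list was not used here. Of 30340 deposited cells, 19533 were kept. The UMI minimum removed 7126 cells in isotype and 2981 in B20-4.1.1 tumors. The UMI maximum removed 106 and 269, and the mitochondrial limit a further 246 and 79. Counts were scaled to 10000 per cell and log-transformed, 2500 variable genes and 16 principal components were used, and Leiden clusters were found on 20 neighbors at resolution 0.8.

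Clusters were named from fixed marker lists. A class's score was the mean percentage of the cluster's cells with a UMI over its markers, and at least 3 markers had to be detected in at least 25% of cells. A cluster stayed unnamed when another class with at least 3 detected markers scored at least 25 and above 60% of the best, when its 10 leading genes held more markers of another class, or when its median UMIs per cell, relative to the medians of the tumors, were under 1 in 3 with none of its own markers leading. These thresholds were set after the clusters had been seen. Of 26 clusters, 5 stayed unnamed, with 2018 cells. Classes are written with "-like" because they rest on transcripts alone.

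Counts were summed per tumor over the cells of a class. A class was compared only with at least 20 cells in at least 4 tumors per group. Epithelial-like cells (6 isotype and 9 B20-4.1.1 tumors), macrophage-like cells (6 and 6) and T-like cells (6 and 9) met this. Neutrophil-like cells (3 and 0 tumors), endothelial-like cells (1 and 0), fibroblast-like cells (0 and 1) and dendritic-like cells (0 and 0) did not. A set of 18 VEGF-response genes, meant as a check of the labels in endothelial-like cells, therefore could not be tested. Genes were tested with edgeR's quasi-likelihood F test (TMM factors, filterByExpr, two-sided, no covariate) with Benjamini-Hochberg adjustment at 0.05. Gene sets were fixed lists of hypoxia-response (40 genes), M1-associated (15), M2-associated (15) and inhibitory-receptor genes (10), tested with camera at its preset correlation of 0.01 beside fry and camera with an estimated correlation, adjusted over 5 set tests. A list of 26 genes that the study discusses, and 15 for T cells, was also adjusted over the list alone. Several of these genes were picked by the study on these same tumors, so the list is not independent evidence. Single values per tumor (class shares, hypoxia score, Spp1 measures) were compared with exact two-sided permutation tests over the 5005 ways to choose 6 of 15 tumors, and over the 10 ways to choose 2 of 5 pools, for which 0.1 is the smallest possible p. Paired differences used an exact sign-flip permutation test, and correlations used 100000 permutations or all of them in smaller groups. The hypoxia score was the mean of Vegfa, Slc2a1 and Car9 after scaling each cell to 10000 and taking the natural log of 1 plus the value, averaged over cells.

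A test of the state of T-like cells, chosen after the class shares had been seen, is not reported here.

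Genes outside the study's list were named by a rule. In each class, up to 5 genes per direction with the largest fold changes were taken among those with an adjusted p under 0.05, an average log2 CPM of at least 4 and every B20-4.1.1 pool mean on the same side of every isotype pool mean, passing over symbols that start with Gm plus a number or end in Rik. The comparisons, gene lists, marker lists, naming rule for genes and most alternatives were chosen before the data were examined.

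The tests across genes were tried on simulated counts with 200 changed genes and no pool effect. Recovery under a pool effect was not simulated. edgeR recovered 93.5% of them in the epithelial comparison (12055 genes), 88.0% in the macrophage comparison (6311 genes) and 80.0% in the T-cell comparison (6657 genes). With no changed gene and a simulated pool effect of SD 0.3 (log2), edgeR still called 551 genes in the epithelial comparison (12049 genes), 13 in the macrophage comparison (6279 genes) and 8 in the T-cell comparison (6667 genes), whereas voom with the pool as a random block called 0 in each. That SD was the same for every gene and pool and was not fitted to the differences between these pools.

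The deposited depth was 198806160 gene UMIs, from 4014509 to 23726246 per tumor. Exact (Clopper-Pearson) 95% intervals are given for shares of single tumors and cover counting error only. Alternatives were voom with the pool as a random block, sums per pool, the oligonucleotide set as a replicate block, DESeq2, RLE factors, other count filters, at least 50 cells per tumor, cells thinned to 2500 UMIs, other UMI and mitochondrial limits, removal of Scrublet doublets, clustering resolutions of 0.4 and 1.6, other forms of the hypoxia score, shares of non-epithelial cells, logit shares, pools thinned so that their epithelial-like cells had about the same median UMIs, a prior count of 5, and leaving out each pool. Removing the highest 5% of doublet scores, counting unnamed clusters with their best-scoring class, using all tumors without a minimum number of cells for the Spp1 measures, using only the T-like cluster with at least 20 cells in every tumor, and leaving out each tumor in turn for the correlations within treatments and after removing pool means were added after the data had been seen. The inhibitory-receptor set in that cluster was adjusted beside the 4 other sets as reported. Scrublet called 98 cells, 0.502% of those kept.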

Results

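Single-cell transcriptomes were available for 15 MMTV-PyMT tumors, 6 from mice given isotype IgG2a and 9 from mice given B20-4.1.1, an antibody against VEGF-A. The tumors were sequenced in 5 pools of 3 tumors, each pool from a single treatment. The deposited matrices held 30340 cells and 198806160 gene UMIs, with 106053790 UMIs in isotype and 92752370 in B20-4.1.1 tumors. Depth ranged from 4014509 to 23726246 UMIs per tumor. The median per deposited cell was 2321 and 6475.5 UMIs in the isotype pools, and 4488, 4120.5 and 7129 in the B20-4.1.1 pools. After filtering, 10630 isotype and 8903 B20-4.1.1 cells remained, from 511 to 2341 per tumor.

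Of the 19533 cells, 12802 (65.5%) were epithelial-like, 2915 T-like, 1227 macrophage-like, 194 B-like, 193 neutrophil-like, 64 endothelial-like, 64 fibroblast-like and 56 dendritic-like. Unnamed clusters held 11.7% ± 3.83 of the cells in isotype tumors (SD, n = 6) and 8.17% ± 3.07 in B20-4.1.1 tumors (n = 9).

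Class shares were compared to ask whether the balance of tumor and immune cells differs between the treatments. The share of T-like cells was 7.15% ± 4.32 in isotype tumors (SD, n = 6) and 27.9% ± 28.4 in B20-4.1.1 tumors (n = 9). The difference was within the spread between tumors (exact permutation p = 0.0979, adjusted p = 0.163 over 5 classes), and 5 of 9 B20-4.1.1 tumors lay above the isotype mean. The B20-4.1.1 mean rested on 3 tumors, in which 59.4%, 68.1% and 67.4% of cells were T-like (exact 95% intervals 56.5% to 62.3%, 63.9% to 72.1% and 64.2% to 70.5%). The same 3 tumors held 96, 32 and 55 of the 194 B-like cells. Leaving out the second B20-4.1.1 pool moved this difference most among values on the same scale, from 20.8 to 8.27 percentage points. Without the third B20-4.1.1 pool it was 32.0 points (exact permutation, adjusted p = 0.0361), and the differences in epithelial-like cells (-28.2 points, adjusted p = 0.0361) and B-like cells (3.51 points, adjusted p = 0.0108) also passed the threshold.

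The other shares did not differ beyond the spread between tumors in exact permutation tests. Epithelial-like cells made up 71.7% ± 3.68 of isotype (SD, n = 6) and 54.9% ± 27.0 of B20-4.1.1 tumors (n = 9, permutation p = 0.161, adjusted p = 0.189). Macrophage-like cells made up 7.10% ± 2.90 and 5.07% ± 2.71 (permutation p = 0.189 before and after adjustment). Without the first isotype pool the macrophage difference turned from -2.03 to 0.487 percentage points. B-like cells made up 0.0540% ± 0.0325 and 2.38% ± 3.51 (permutation p = 0.0901, adjusted p = 0.163). Neutrophil-like cells made up 1.5% ± 1.32 and 0.416% ± 0.511 (permutation p = 0.0374, adjusted p = 0.163). The neutrophil difference of -1.09 points became -2.28 without the second isotype pool (adjusted permutation p = 0.0227) and 0.105 without the first. With whole pools as the units, the exact p-values lay between 0.3 and 0.5, where 0.1 is the smallest possible.

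**Figure D1:**
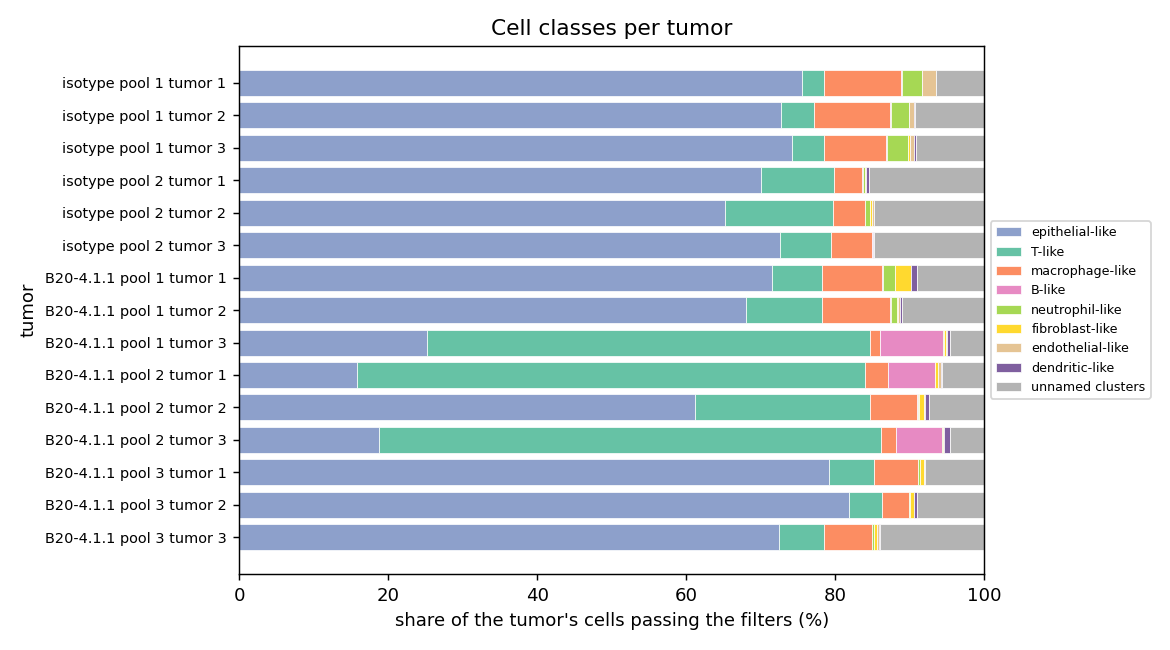
Share of each cell class, in percent of the cells passing the filters, for each of the 15 tumors. T-like cells made up 59.4%, 68.1% and 67.4% in 3 B20-4.1.1 tumors and at most 23.4% in the other 12 tumors.

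The hypoxia score addressed whether tumors under VEGF-A blockade express more hypoxia-regulated genes. Over all cells the score was 0.144 ± 0.0278 in isotype (SD, n = 6) and 0.150 ± 0.0575 in B20-4.1.1 tumors (n = 9), with no detectable difference (exact permutation p = 0.810). The 3 B20-4.1.1 tumors rich in T-like cells had the lowest scores over all cells, 0.0782, 0.0734 and 0.0829. Their epithelial-like cells scored 0.190, 0.221 and 0.217, so the score over all cells also varies with the mix of cells. Over epithelial-like cells the score was 0.151 ± 0.0173 in isotype (range 0.131 to 0.173) and 0.203 ± 0.0190 in B20-4.1.1 tumors (range 0.180 to 0.229). All 9 B20-4.1.1 tumors lay above all 6 isotype tumors (exact permutation p = 0.0002, the smallest the 5005 splits can give, and adjusted p = 0.000999 over 5 tests of single values). Among alternatives on the same scale, thinning every cell to 2500 UMIs moved the difference most, from 0.0523 to 0.0324 (exact permutation p = 0.0158). Over whole pools the exact p was 0.1, the smallest the design allows. Each pool holds a single treatment, so treatment and pool cannot be told apart by any within-pool value.

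**Figure D2:**
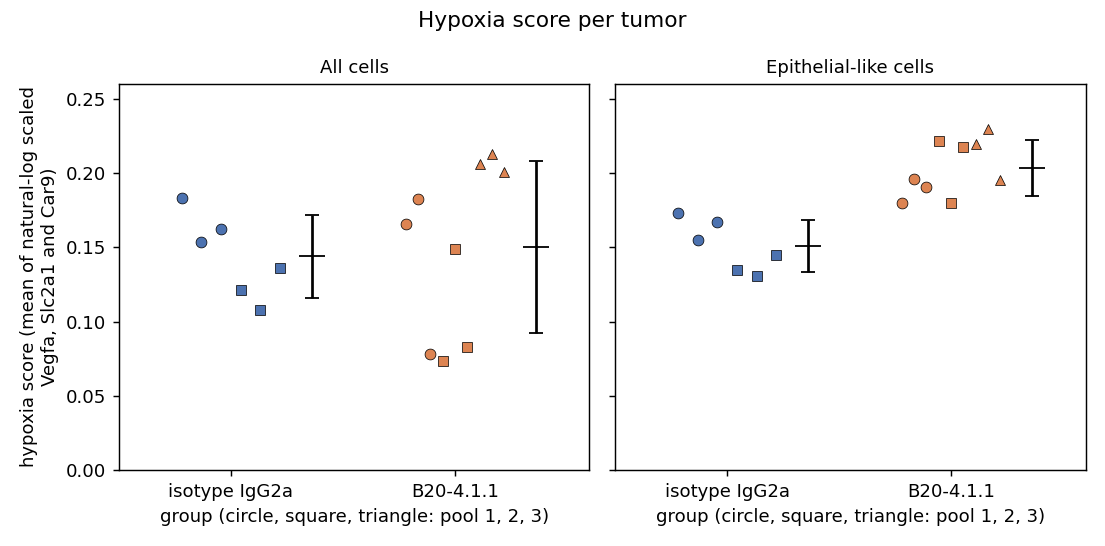
Hypoxia score of each tumor (mean of natural-log scaled Vegfa, Slc2a1 and Car9) over all cells and over epithelial-like cells, by group, with symbols for pools and bars for the mean and SD. In epithelial-like cells the B20-4.1.1 tumors lie between 0.180 and 0.229 and the isotype tumors between 0.131 and 0.173.

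In epithelial-like cells, 2136 of 12092 genes differed between treatments with edgeR at an adjusted p under 0.05, of which 1072 were higher and 1064 lower under B20-4.1.1. This count depended on how pools were treated. With the pool as a random block in voom, 65 genes passed, and all 65 were among the 2136. Sums per pool gave 1 gene, which was not among the 2136. Leaving out the first isotype pool left 354 genes, and leaving out the second gave 5377. The isotype pools differed from each other in 6653 genes, more than any pair of pools of different treatment, whose counts ranged from 320 to 6221. The 3 pairs of B20-4.1.1 pools differed in 262, 14 and 23 genes. The first isotype pool stood apart, since its 4 pairs differed in 5519 to 6653 genes and the 6 pairs without it in 14 to 1742.

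**Figure D3:**
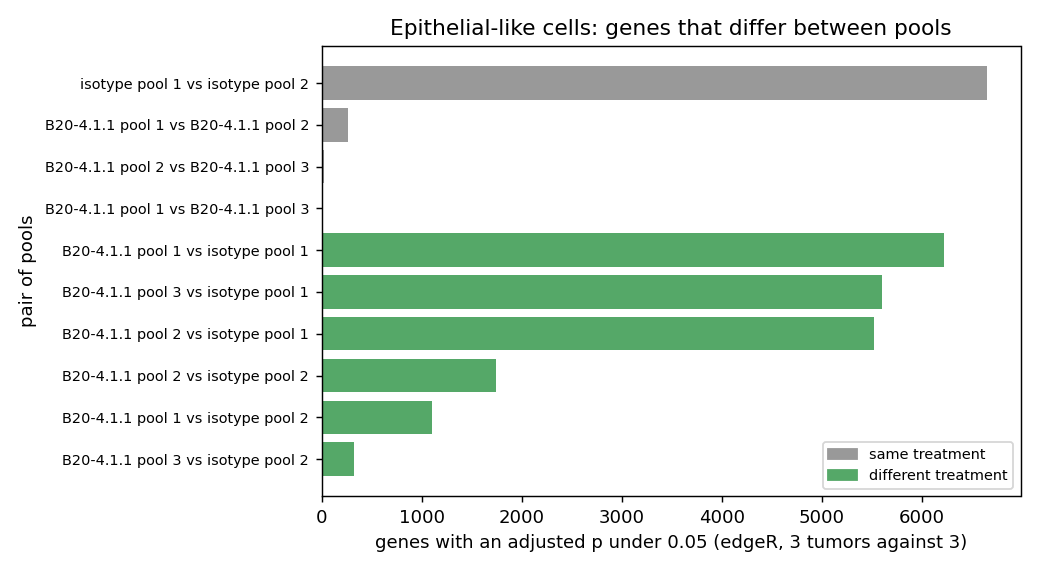
Number of genes with an adjusted p under 0.05 in epithelial-like cells (edgeR, 3 tumors against 3) for each pair of pools, colored by whether both had the same treatment. The isotype pools differed from each other in 6653 genes, and the B20-4.1.1 pools from each other in 14 to 262.

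Among the genes with the largest increase was Krt17 (ENSMUSG00000035557), with a log2 fold change of 2.59 (SE 0.445, edgeR adjusted p = 0.00158) and levels above the isotype mean in 9 of 9 B20-4.1.1 tumors. Krt17 was also one of the markers used to recognize basal epithelial clusters. Sprr1a (ENSMUSG00000050359) had a log2 fold change of 7.78 (SE 1.45, edgeR adjusted p = 0.00291). It rested on 1 to 5 UMIs per isotype tumor against 2 to 1575 per B20-4.1.1 tumor, so its size is imprecise. Klk6 (ENSMUSG00000050063) had a log2 fold change of 5.74 (SE 1.24, edgeR adjusted p = 0.00632, 7 of 9 tumors), Glul (ENSMUSG00000026473) of 2.07 (SE 0.580, adjusted p = 0.0217, 8 of 9) and Areg (ENSMUSG00000029378) of 2.05 (SE 0.694, adjusted p = 0.0484, 8 of 9). Sprr1a and Klk6 belong to families of similar genes whose reads the counting could have split, and their values are uncertain on that account as well.

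The largest decreases included casein genes. All 5 genes named here were above the isotype mean in 0 of 9 B20-4.1.1 tumors. Pip (ENSMUSG00000058499) had a log2 fold change of -4.44 (SE 0.956, edgeR adjusted p = 0.00633), on 20 to 2105 UMIs per isotype and 0 to 40 per B20-4.1.1 tumor. Csn1s2a (ENSMUSG00000061937) fell by 3.14 (SE 0.789, edgeR adjusted p = 0.0132) and Csn1s1 (ENSMUSG00000070702) by 2.28 (SE 0.570, adjusted p = 0.0127). Caseins form a gene family, which makes the split of reads between them uncertain. The long noncoding RNA gene Pinc (ENSMUSG00000099877) fell by 1.6 (SE 0.212, edgeR adjusted p = 0.000456) and Akap12 (ENSMUSG00000038587) by 1.49 (SE 0.289, adjusted p = 0.00351). Of the 28 single genes named in this section (Spp1, Pdcd1, Ctla4 and Lag3 aside), 25 had an adjusted p under 0.05 over all genes with edgeR. With the pool as a random block in voom, 24 of these 25 lost it, all but Lgals9 in epithelial-like cells. With sums per pool all 25 did. None of the 28 changed direction in an alternative that could be fitted.

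Of the 26 genes the study discusses, 17 could be tested in epithelial-like cells. Over all genes 6 passed, and 7 when adjusted over the list alone, all higher under B20-4.1.1. Spp1 (ENSMUSG00000029304) had a log2 fold change of 0.84 (SE 0.195, edgeR adjusted p = 0.00887, higher in 8 of 9 tumors). The call was lost with the pool as a random block (0.80, voom adjusted p = 0.241), with sums per pool (0.75, edgeR adjusted p = 0.381) and without the first isotype pool (0.67, edgeR adjusted p = 0.158). The others were Lgals3 (ENSMUSG00000050335, log2 fold change 1.43, edgeR adjusted p = 0.000324), Lgals9 (ENSMUSG00000001123, 1.24, edgeR adjusted p = 0.000892), Vegfa (ENSMUSG00000023951, 0.73), Slc2a1 (ENSMUSG00000028645, 0.41) and Ldha (ENSMUSG00000063229, 0.37). Car9 (ENSMUSG00000028463; 0.34) passed only over the list (edgeR adjusted p = 0.0663 over all genes, 0.0336 over the list). Ldha has near-identical pseudogenes, which makes its counts less certain.

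The hypoxia-response set was higher under B20-4.1.1 in epithelial-like cells, with a median log2 fold change of 0.54 and 34 of 35 tested genes higher. Adjusted p was 7.78e-16 with camera, 3.71e-06 with fry and 0.00576 with camera at an estimated correlation. In macrophage-like cells the median was 0.53 with 24 of 25 genes higher. Adjusted p was 1.70e-12 with camera, 0.0175 with fry and 0.0422 with camera at an estimated correlation. Over all pools, both calls held under fry and under an estimated correlation. With sums per pool neither did, at adjusted p = 0.125 (fry) and 0.26 (estimated correlation) in epithelial-like and 0.505 and 0.412 in macrophage-like cells, while camera at its preset correlation kept both. The alternative that moved the epithelial median most was leaving out the second isotype pool, at 0.73, and the one that moved the macrophage median most was leaving out the third B20-4.1.1 pool, at 0.30.

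To ask which cells carry Spp1, its level was compared within tumors. In the 12 tumors with at least 20 cells of both classes, Spp1 was 3.44 ± 0.80 log2 units higher in epithelial-like than in macrophage-like cells (SD, n = 12, exact sign-flip permutation p = 0.000488, higher in 12 of 12). Epithelial-like cells held 95.1% ± 0.753 of all Spp1 UMIs in isotype (SD, n = 6) and 94.7% ± 1.81 in B20-4.1.1 tumors (n = 6, exact permutation p = 0.706). The 3 B20-4.1.1 tumors left out, those rich in T-like cells, had 87.7%, 85.9% and 91.8%. With them the difference between treatments was -2.43 percentage points (exact permutation p = 0.157, n = 6 and 9). Per 10000 UMIs, epithelial-like cells carried 109 Spp1 UMIs. Macrophage-like cells carried 7.84 in isotype and 13.9 in B20-4.1.1 tumors, and T-like cells 9.28 and 5.68, where most B20-4.1.1 T-like cells come from the 3 tumors rich in them. After thinning to 2500 UMIs per cell, 63.5% of macrophage-like and 49.8% of T-like cells still had a Spp1 UMI. T-like cells were taken as the background class, on the untested assumption that their Spp1 UMIs come from free RNA. Their thinned level ranged from 2.00 to 21.8 per 10000 UMIs between tumors. The thinned level over all tumors was 9.99 per 10000 UMIs in macrophage-like and 5.63 in T-like cells. Other classes, with fewer cells, lay on both sides, from 2.14 in dendritic-like and 6.19 in fibroblast-like to 30.7 in neutrophil-like cells. Within the 12 tumors the thinned level of macrophage-like cells did not differ from that of T-like cells (mean log2 ratio 0.16 ± 0.71, SD, n = 12, exact sign-flip permutation p = 0.441, higher in 7 of 12). The mean ratio was -0.078 in isotype and 0.40 in B20-4.1.1 tumors (exact permutation p of the difference 0.253, n = 6 and 6). In the 3 tumors left out, with 15, 16 and 17 macrophage-like cells, it was 2.85, 1.69 and 1.61. Over all 15 tumors the mean was 0.54 (exact sign-flip permutation p = 0.0612), and over the 9 B20-4.1.1 tumors 0.95 (exact sign-flip permutation p = 0.0313, higher in 8 of 9). Whether macrophage-like cells carry Spp1 above background therefore depends on the tumors used and on the class taken as background, and is left open. The comparison also takes free RNA to be the same share of UMIs in both classes, which was not measured.

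**Figure D4:**
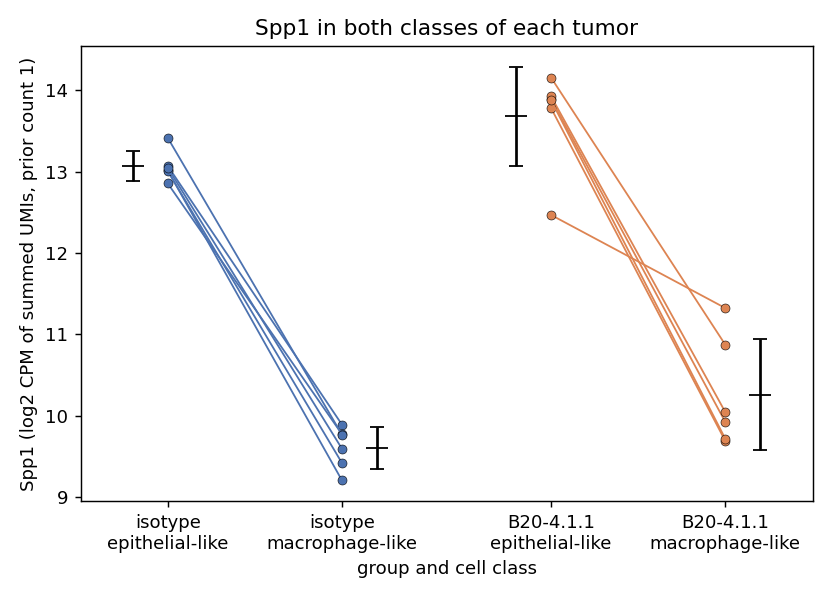
Spp1 level (log2 CPM of summed UMIs) in epithelial-like and macrophage-like cells of the 12 tumors with at least 20 cells of both, joined by tumor, with mean and SD beside the points. Spp1 was higher in epithelial-like cells in 12 of 12 tumors, by 3.44 on average.

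Spp1 UMIs in macrophage-like cells had a log2 fold change of 0.85 under B20-4.1.1 (SE 0.242, edgeR adjusted p = 0.198 over 6364 genes and 0.0368 when adjusted over the list alone, 6 of 6 tumors), and without the third B20-4.1.1 pool it was 0.32. The treatment effect did not differ between the classes (difference -0.038 log2 units, exact permutation p = 0.981, n = 6 and 6). Without the third B20-4.1.1 pool this difference was 0.52 (exact permutation p = 0.0357).

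In macrophage-like cells, 10 of 6364 genes passed with edgeR, 7 higher and 3 lower. Fn1 (ENSMUSG00000026193) had a log2 fold change of 1.66 (SE 0.228, edgeR adjusted p = 0.00237, 6 of 6 tumors) and Ccl6 (ENSMUSG00000018927) of 0.98 (SE 0.159, adjusted p = 0.00927, 6 of 6). Both genes lead an unnamed cluster with macrophage and monocyte markers. When unnamed clusters were counted with their best-scoring class, Fn1 fell to 0.34 (edgeR adjusted p = 0.842) and Ccl6 to 0.058 (adjusted p = 0.999). Rhoc (ENSMUSG00000002233) rose by 1.27 and Igfbp5 (ENSMUSG00000026185) fell by 1.56 (edgeR adjusted p = 0.0209 for each), but both were more abundant in epithelial-like cells, by 2.98 and 5.38 log2 units, and changed the same way there. BC028528 (ENSMUSG00000038543; 0.92), Ifitm2 (ENSMUSG00000060591; 0.85) and P2ry13 (ENSMUSG00000036362; -1.10) were the other genes named by the rule. Ifitm2 has close paralogs and is uncertain. Of the study's list, 0 of 19 tested genes passed over all genes and 3 when adjusted over the list alone, namely Spp1, Slc2a1 (0.75) and Ldha (0.57). Unadjusted, 709 of the 6364 genes had a p under 0.05. Leaving out the first isotype pool left 0 genes and 0 of the list, and leaving out the second gave 687 genes and 10 of the list. Without the first B20-4.1.1 pool 3 genes passed.

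The M1-associated set had a median log2 fold change of 0.12 (6 of 10 genes higher, camera adjusted p = 0.796) and the M2-associated set of -0.19 (2 of 6 genes higher, camera adjusted p = 0.585). Neither differed from the other genes. Without the third B20-4.1.1 pool the M1-associated median was 0.32 (camera adjusted p = 0.00118). The sign of the M1-associated median changed without the second isotype pool (-0.023) and without the second B20-4.1.1 pool (-0.0074), and that of the M2-associated median without the first isotype pool (0.31).

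The T-like class joins 3 clusters, and its mix differed between treatments. One cluster held 7.76% of isotype and 70.0% of B20-4.1.1 T-like cells, largely from the 3 tumors rich in T-like cells, another 75.9% and 26.9%, and the smallest 16.3% and 3.12%. Results for T-like cells thus compare different mixes of cells. In T-like cells, 3 of 6712 genes passed with edgeR, each higher in 9 of 9 B20-4.1.1 tumors with an adjusted p of 0.0406. They were Ssbp2 (ENSMUSG00000003992; log2 fold change 1.88, SE 0.326), Rpl35 (ENSMUSG00000062997; 1.07, SE 0.182) and Aldoa (ENSMUSG00000030695; 0.61, SE 0.0981). Rpl35 and Aldoa have near-identical pseudogenes and are uncertain. None passed without the first isotype pool, and 353 genes passed without the third B20-4.1.1 pool. Leaving out the first or second B20-4.1.1 pool also left 0 genes, and leaving out the second isotype pool gave 8, 0 of them among the 3. Unadjusted, 978 genes had a p under 0.05. Of 15 T-cell genes the study discusses, 12 were tested and 0 passed, over all genes or adjusted over the list alone. Without the third B20-4.1.1 pool 3 passed over the list. In the only T-like cluster with at least 20 cells in every tumor, 2 of 4294 genes passed (378 unadjusted), 1 of them among the 3 above. Rpl35 was then 0.83 (edgeR adjusted p = 0.0410) and Aldoa 0.53 (adjusted p = 0.139), and Ssbp2 had too few counts for a value.

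The inhibitory-receptor set was lower in T-like cells of B20-4.1.1 tumors, with a median log2 fold change of -0.40 and 2 of 8 genes higher (camera adjusted p = 0.0127). The call did not hold under fry (adjusted p = 0.232) or an estimated correlation (0.333). Camera also lost it without the first isotype pool (-0.38, adjusted p = 0.165), the second isotype pool (-0.39, 0.0554) or the second B20-4.1.1 pool (-0.22, 0.156). The alternative that moved the median most was voom with the pool as a random block, at -1.15 with 1 of 8 genes higher (camera adjusted p = 0.00373). In the T-like cluster with at least 20 cells in every tumor the median was -0.31, with 0 of 5 tested genes higher. Adjusted p was 0.00621 with camera, 0.0381 with fry and 0.0886 with camera at an estimated correlation.

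Across the 15 tumors, the epithelial-like hypoxia score and Spp1 level gave Pearson's r = 0.488 (permutation p = 0.0655, adjusted p = 0.131 over 2 relations) and Spearman's rho = 0.543 (permutation p = 0.0391, adjusted p = 0.0783). Within isotype tumors r was -0.269 (exact permutation p = 0.693, n = 6) and rho -0.0286, and within B20-4.1.1 tumors r was -0.101 (exact permutation p = 0.855, n = 9) and rho 0.117. After removing pool means r was 0.0298 (permutation p = 0.963) and rho 0.3 (permutation p = 0.437). No relation was detected within treatments or within pools, but these values rest on few tumors. With each B20-4.1.1 tumor left out in turn, r within B20-4.1.1 ranged from -0.230 to 0.471, the highest without the first tumor of the third pool, whose Spp1 was low (exact permutation p = 0.241, n = 8). After removing pool means it then ranged from -0.218 to 0.461. A relation within treatments is therefore neither shown nor excluded. Without the 2 tumors farthest from the median score r was 0.416 (permutation p = 0.159), and without the third B20-4.1.1 pool 0.820 (permutation p = 0.00126).

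The score and the macrophage-like share of non-epithelial cells gave r = -0.195 (permutation p = 0.482) and rho = -0.168 (permutation p = 0.546). Within isotype tumors r was 0.933 and rho 0.943 (exact permutation p = 0.0153 and 0.0167, adjusted p = 0.0306 and 0.0333, n = 6), but these tumors come from 2 pools that differ in both measures, with 3 tumors each, too few for a value within a pool. Within B20-4.1.1 tumors r was -0.212 (exact permutation p = 0.577, n = 9), and after removing pool means r was -0.266 (permutation p = 0.363) and rho 0.2 (permutation p = 0.645). Without the 2 tumors farthest from the median score r was -0.328 (permutation p = 0.271), and without the second B20-4.1.1 pool it was 0.110 (permutation p = 0.733).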

Values the study reported

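The study reported single-cell data for 17,651 cells from 16 tumors, of which 6 were vehicle-treated, 5 were classed as low in hypoxia and 5 as high in hypoxia. It described 18 clusters of cells and 6 states of tumor-associated macrophages.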

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

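For the tumor with little Spp1, the tests of UMIs per cell, of a wrong label and of free RNA were chosen only after the result was seen, and the tests of the mix of clusters and of the UMI filter before. Values of single tumors were compared with the rest of their group, and a tumor is listed where its gap to the nearest other tumor, over the range of the group, was above Dixon's 95% limit. Of 30 groups checked, over 15 measures, 3 had such a tumor. Chance gives about 1 in 20.

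In the first tumor of the third B20-4.1.1 pool, Spp1 in 960 epithelial-like cells was 12.47 log2 CPM, against 13.52 in the nearest of the other 8 B20-4.1.1 tumors (gap over range 0.565, n = 9). The tables argue against differences in UMIs per cell and in the mix of epithelial-like clusters as explanations. With every cell thinned to 2500 UMIs, the tumor still had 66.8 Spp1 UMIs per 10000, and the lowest of the other B20-4.1.1 tumors had 130, so UMIs per cell do not account for it. With the same mix of epithelial-like clusters in every tumor it had 81.4, and the lowest other 127. A wrong treatment label is not excluded by its epithelial-like hypoxia score of 0.219, although the highest isotype tumor had 0.173. A difference between pools could set this score as well, and the other tumors of its pool had 0.229 and 0.195. What stays open is a wrong label or a difference of this tumor within its group. No biological explanation was tested, since no group of the design sets this tumor apart.

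In the same tumor, Spp1 was only 1.14 log2 units higher in epithelial-like than in macrophage-like cells. Among tumors of its treatment with at least 20 cells of both classes, the nearest had 3.29 (gap over range 0.709, n = 6). The listing rests on that minimum of cells. Of the tumors left out by it, the third tumor of the first pool had 1.87, with 15 macrophage-like cells. The others left out had 4.93 and 5.11, with 16 and 17 such cells. Dixon's limit was not applied without the minimum. The difference of 1.14 is small in part because of the low epithelial value above, and it rests on 72 macrophage-like and 72 T-like cells. Free RNA in droplets of macrophage-like cells may contribute. If it did, and made up the same share of UMIs in both classes, T-like cells of the same tumor would carry about as much Spp1. The log2 ratio of macrophage-like over T-like cells was 0.31, inside the range of the other tumors with at least 20 cells of both classes (-0.92 to 1.35). Expression by the macrophage-like cells of this tumor was not tested apart from that and stays open.

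In the first tumor of the first B20-4.1.1 pool, neutrophil-like cells made up 1.63% of cells (19 of 1163, exact 95% interval 0.986% to 2.54%), against 0.805% in the nearest other B20-4.1.1 tumor (gap over range 0.507, n = 9). Neutrophils carry little RNA, so the minimum of 2500 UMIs could set this share. With a minimum of 1000 UMIs the share was 4.74%, the second tumor of the pool had 5.55%, and the tumor no longer stood apart. The filter is therefore a candidate explanation for its position, and no biological explanation was tested.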

How the results depend on the processing

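The tests with the highest 5% of doublet scores removed, with unnamed clusters counted with their best-scoring class, with no minimum number of cells per tumor for the Spp1 measures, with only the T-like cluster that has 20 cells in every tumor, and with each tumor left out in turn for the correlations within treatments and after removing pool means were chosen only after the results were seen. For 25 main results, 483 values were computed under alternatives. Of these, 392 kept their direction and side of the threshold (or, for a count, stayed within 1.5 times), 7 became weaker, 14 stronger, 49 were counts that moved further, and 21 changed sign. For 28 named genes, 597 values were computed, of which 444 kept their direction and side of the threshold, 151 became weaker, 2 stronger and 0 changed sign. Where no reason is given below, the cause was not tested. Some alternatives left too few counts for a gene and gave it no value.

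Results that kept their call under every alternative run for them were, by camera at its preset correlation, the hypoxia-response sets in epithelial-like cells (median log2 fold change 0.47 to 0.73 over 22 alternatives) and in macrophage-like cells (0.30 to 0.67 over 22), and by permutation the hypoxia score in epithelial-like cells (16 alternatives, exact permutation p from 0.0002 to 0.0158), and the Spp1 level of epithelial-like over macrophage-like cells (2.97 to 3.71 over 16). Camera's p-values do not account for pools, and the other set tests were less stable. Of the 20 alternatives in which they were run, fry lost the epithelial call in 1 (sums per pool, adjusted p = 0.125) and the estimated correlation in 2 (sums per pool, 0.26, and without the second isotype pool, 0.144). In macrophage-like cells fry lost the call in 5 and the estimated correlation in 10, with adjusted p up to 0.505 and 0.412 (both with sums per pool). These included leaving out the first isotype pool (adjusted p = 0.237 with fry and 0.224 with camera at an estimated correlation) and the third B20-4.1.1 pool (0.111 and 0.218).

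Treating the pool as the unit left few or no genes in each class. Voom with the pool as a random block gave 65 genes in epithelial-like cells, all among the 2136, 0 in macrophage-like cells (346 at an unadjusted p under 0.05) and 0 in T-like cells (976 unadjusted). Its estimated correlation within pools was 0.511, 0.295 and 0.222. Spp1 in epithelial-like cells was then 0.80 (voom adjusted p = 0.241), and the study's list adjusted over the list alone gave 0 genes in macrophage-like and 1 in T-like cells. The inhibitory-receptor median was -1.15, the farthest of its alternatives from -0.40. Sums per pool, which leave 2 isotype against 3 B20-4.1.1 samples, gave 1 gene in epithelial-like, 0 in macrophage-like (310 unadjusted) and 0 in T-like cells (663 unadjusted), Spp1 at 0.75 (edgeR adjusted p = 0.381), 2 genes of the list in epithelial-like and 0 in macrophage-like cells, and a median of 0.048 for the M2-associated set.

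The oligonucleotide set, the only number the pools share, was tried as a replicate block. Tumors with the same set in different groups did not deviate together (median correlation 0.0364 in epithelial-like, -0.000273 in macrophage-like and -0.000692 in T-like cells), so the sets do not pair the tumors. With this block 1608 genes passed in epithelial-like, 5 in macrophage-like and 0 in T-like cells (893 unadjusted). Among the other main results it changed no call.

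The test and the gene filter mattered in the small classes. DESeq2 gave 20 genes in macrophage-like and 44 in T-like cells. With no changed gene and the simulated pool effect of SD 0.3 it called more, 92 and 128. Its median for the inhibitory-receptor set was -0.32 (camera adjusted p = 0.109, from 0.00179 to 0.165 over all alternatives). With genes of at least 1 count in any tumor, 115 genes passed in macrophage-like cells, 5 of the list, and Spp1 at 0.84 (edgeR adjusted p = 0.00154, from 0.00154 to 1.00 over all alternatives). With at least 10 counts in every tumor, 6 genes passed in macrophage-like cells and 0 of the list (305 genes unadjusted, among fewer genes tested), and the M2-associated median was -0.42 (camera adjusted p = 0.0429, from 0.0429 to 0.898 over all alternatives). With at least 50 cells per tumor, 3 genes passed in macrophage-like and 0 in T-like cells (1139 unadjusted).

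Depth and cell filters also moved counts. With every cell thinned to 2500 UMIs, which left out no cell, 1249 genes passed in epithelial-like cells, 0 in T-like cells (589 unadjusted) and 1 of the list in macrophage-like cells. The difference in the share of Spp1 UMIs then was 0.513 percentage points in place of -0.330, and the correlation of the hypoxia score with the macrophage-like share 0.0351. With 4000 to 20000 UMIs, 3 genes and 5 of the list passed in macrophage-like cells, and the difference in Spp1 effect between classes was 0.046. With at least 1000 UMIs and cells clustered anew, 3 genes and 0 of the list passed in macrophage-like cells and 1 in T-like cells, the difference in Spp1 effect was 0.062, that in the share of Spp1 UMIs 1.39, and the correlation of the hypoxia score with Spp1 0.530 (permutation p = 0.0435). With at most 10% mitochondrial UMIs, 0 genes passed in T-like cells (980 unadjusted). Removing Scrublet calls turned the difference in the share of Spp1 UMIs to 0.199, and removing the highest 5% of doublet scores to 0.0312, with 6 genes in macrophage-like and 1 in T-like cells.

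Clustering at resolution 0.4 gave 31 genes and 6 of the list in macrophage-like cells, and a correlation of the hypoxia score with Spp1 of 0.57 (permutation p = 0.0285). Counting unnamed clusters with their best-scoring class gave 4 genes in macrophage-like cells, 0 of them among the 10 reported. The M1-associated median was then 0.34 (camera adjusted p = 0.0279, from 0.00118 to 0.995 over all alternatives). The difference in Spp1 effect was 0.092 and the correlation of the hypoxia score with Spp1 0.544 (permutation p = 0.0375). With no minimum number of cells per tumor, the difference in Spp1 effect between classes was 0.14 (exact permutation p = 0.797, n = 6 and 9) and that in the share of Spp1 UMIs -2.43 percentage points (exact permutation p = 0.157). With only the T-like cluster that has 20 cells in every tumor, 2 genes passed in T-like cells and the inhibitory-receptor median was -0.31 (camera adjusted p = 0.00621). Scoring hypoxia by the hypoxia-response list without the score's own genes, as a mean z-score, gave a difference over all cells of 0.694 (exact permutation p = 0.0150) and a correlation with Spp1 of 0.519 (permutation p = 0.0490). Over the 16 alternatives of that correlation, permutation p ranged from 0.00126 to 0.302.

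Each of the 5 pools was left out in turn. Without an isotype pool, the isotype arm rests on the 3 tumors of 1 pool. Counts ranged from 354 (without the first isotype pool, 256 of them among the 2136) to 5377 genes (without the second, 1927 of them among the 2136) in epithelial-like cells. They ranged from 0 (without the first isotype pool, 334 unadjusted) to 687 (without the second) in macrophage-like cells, and from 0 (without the first isotype pool and the first or second B20-4.1.1 pool, with 951, 872 and 341 unadjusted) to 353 (without the third B20-4.1.1 pool) in T-like cells. The list adjusted over the list alone ranged from 7 to 8 genes in epithelial-like, from 0 to 10 in macrophage-like and from 0 to 3 in T-like cells. Log2 values ranged from 0.67 to 1.06 for Spp1 in epithelial-like cells (adjusted p = 0.158 without the first isotype pool, edgeR), from 0.32 to 1.04 for Spp1 in macrophage-like cells, from -0.023 to 0.33 for the M1-associated set, from -0.32 to 0.31 for the M2-associated set, from -0.77 to -0.22 for the inhibitory-receptor set, and from -0.29 to 0.52 for the difference in Spp1 effect.

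The differences in share ranged from -28.2 to -5.27 percentage points for epithelial-like, from -4.54 to 0.487 for macrophage-like, from 8.27 to 32.0 for T-like, from 1.41 to 3.51 for B-like and from -2.28 to 0.105 for neutrophil-like cells. The difference in hypoxia score over all cells ranged from -0.0221 to 0.0304, and over epithelial-like cells from 0.0381 to 0.0665. The difference in the share of Spp1 UMIs ranged from -0.790 to 1.04 points. The correlation of the hypoxia score with Spp1 ranged from 0.326 to 0.820, and with the macrophage-like share from -0.580 to 0.110. The positive values among the differences and correlations that were negative over all pools came without the first isotype pool for macrophage-like and neutrophil-like shares, without the third B20-4.1.1 pool for the share of Spp1 UMIs, and without the second B20-4.1.1 pool for the macrophage-like correlation. The hypoxia score over all cells turned negative without the second isotype pool (-0.0162) and without the third B20-4.1.1 pool (-0.0221), the M1-associated median without the second isotype pool (-0.023) and the second B20-4.1.1 pool (-0.0074), and the difference in Spp1 effect turned positive without the second isotype pool (0.065) and the third B20-4.1.1 pool (0.52). With each B20-4.1.1 tumor left out in turn, the correlation with Spp1 within B20-4.1.1 tumors ranged from -0.230 to 0.471, and with the macrophage-like share from -0.399 to -0.0508. With each isotype tumor left out, they ranged within isotype tumors from -0.392 to -0.0183 and from 0.892 to 0.985. After removing pool means, with a B20-4.1.1 tumor left out they ranged from -0.218 to 0.461 and from -0.390 to 0.0243, and with an isotype tumor left out from -0.0192 to 0.0394 and from -0.333 to -0.262.

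Of the 28 named genes, 25 had an adjusted p under 0.05 over all genes with edgeR. All 25 lost it with sums per pool, 24 with the pool as a random block in voom, and 18 without the first isotype pool. DESeq2, RLE factors, Scrublet and resolution 1.6 changed none of the calls they could give. Depth limits the fits to 3 classes, since fewer than 4 tumors per group held 20 cells of the fibroblast-like, endothelial-like, dendritic-like and neutrophil-like classes.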

Other observations

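The tests of UMIs per cell and of whole pools for the hypoxia score, the test of depth for the share of T-like cells, the comparison of macrophage-like with T-like cells over all tumors or by treatment, and the test in a single T-like cluster were chosen only after the result was seen. The other tests in this part were chosen before.

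The higher hypoxia score of epithelial-like cells under B20-4.1.1 was weighed against 3 technical explanations. A difference in UMIs per cell as the whole cause is argued against by the thinned counts, where the difference was 0.0324 (exact permutation p = 0.0158, n = 6 and 9). A change in the mix of epithelial-like clusters as the whole cause is argued against by a common mix, where the difference was 0.0413 (exact permutation p = 0.0002, n = 6 and 9), although in the tumor with the poorest coverage the clusters used held 62.3% of that mix. A difference between pools cannot be told apart from the treatment, since the 10 splits by whole pools allow no p below 0.1. An effect of VEGF-A blockade stays among the open explanations.

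The genes that differed in epithelial-like cells face the same limit. The isotype pools, with the same treatment, differed from each other in 6653 genes (edgeR), so differences between pools of that size exist without a difference in treatment. They center on the first isotype pool, whose 4 pairs with other pools differed in 5519 to 6653 genes, against 14 to 1742 in the 6 pairs without it. In macrophage-like cells pairs with that pool differed in 870 to 1398 genes and the others in 10 to 39 (edgeR). In T-like cells the pool did not stand apart, with 1 to 876 genes in its pairs and 0 to 927 in the others (edgeR). Why this pool stands apart in epithelial-like and macrophage-like cells was not tested. It held the tumor with the poorest oligonucleotide assignment. Of its deposited cells, 44.6% to 48.1% per tumor passed the filters, against at least 56.7% in the tumors of other pools. The 3 pairs of B20-4.1.1 pools differed in 14 to 262 genes. Voom with the pool as a random block kept 65 of the 2136 genes. It called 0 genes under the simulated pool effect, but that effect had the same SD for all genes and pools. In that simulation no pool stood apart as the first isotype pool does here. The 65 genes are therefore not shown to be free of pool effects. Sums per pool kept 0 of the 2136. Differences between pools and the effect of treatment cannot be told apart within pools for any of these genes, because no pool holds both treatments.

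Other splits of the tumors were drawn for each comparison. In epithelial-like cells, 1 of 100 splits (the real one) gave as many genes, and the highest count among the others was 66. For Spp1 in epithelial-like cells it was 1 of 100. For the hypoxia-response set, 2 of 100 gave as small a camera p, and the median p of the others was 0.00236, so camera p-values below 0.05 were common in these tumors under other groupings. In macrophage-like cells, 2 of 100 splits gave as many genes, 2 of 100 as small a p for Spp1, 1 of 100 for the hypoxia-response set, 89 of 100 for the M1-associated and 64 of 100 for the M2-associated set. In T-like cells, 3 of 100 gave as many genes and 20 of 100 as small a p for the inhibitory-receptor set. Nearly all of these splits break up the pools, while the treatments do not. The split with 66 genes keeps pools whole, with the third B20-4.1.1 and the first isotype pool set against the rest.

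Splits by whole pools are the closer comparison. In epithelial-like cells, 1 of the 10 (the real one) gave as many as 2136 genes, where 10 splits cannot give a share below 0.1. The next highest, with the second B20-4.1.1 and the first isotype pool set against the rest, gave 1705. In macrophage-like cells 4 of the 10 gave at least 10 genes. The other 3 set apart the first B20-4.1.1 and first isotype pools (420 genes), the second B20-4.1.1 and first isotype pools (1081) and the third B20-4.1.1 and second isotype pools (709). In T-like cells 4 of the 10 gave at least 3 genes. The other 3 set apart the first and second B20-4.1.1 pools (800), the third B20-4.1.1 and second isotype pools (845) and the second B20-4.1.1 and first isotype pools (4). For the hypoxia-response set, the first B20-4.1.1 pool and the third set against the rest gave a smaller camera p than the treatments did, at 1.67e-21 against 1.56e-16 in epithelial-like and 8.86e-15 against 6.82e-13 in macrophage-like cells. Splits by whole pools gave as small a p in 1 of the 10 for Spp1 in epithelial-like and 3 of the 10 in macrophage-like cells, in 2 of the 10 for the hypoxia-response set in either class, in 10 and 7 of the 10 for the M1-associated and M2-associated sets, and in 4 of the 10 for the inhibitory-receptor set. No blocked value within pools can be had.

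Free RNA alone was tested as the source of the Spp1 level of macrophage-like cells. It predicts as much Spp1 in T-like cells of the same tumor only if its share of UMIs is equal in both classes. That share was not measured, and thinning does not equalize it. Macrophage-like cells averaged 7330 UMIs and T-like cells 4885. Equal amounts of free RNA per droplet would therefore predict a lower level in macrophage-like cells. With thinned counts the mean log2 ratio of macrophage-like over T-like cells was 0.16 in the 12 tumors with at least 20 cells of both classes (exact sign-flip permutation p = 0.441, higher in 7 of 12). In the other 3 tumors, all B20-4.1.1 and with 15 to 17 macrophage-like cells, the ratio was 2.85, 1.69 and 1.61, and over all 9 B20-4.1.1 tumors the mean was 0.95 (exact sign-flip permutation p = 0.0313). In the 6 isotype tumors it was -0.078 (exact sign-flip permutation p = 0.688). The outcome turns on 3 tumors with few macrophage-like cells. It also rests on T-like cells as the background, since thinned levels ranged from 2.14 per 10000 in dendritic-like to 30.7 in neutrophil-like cells. Free RNA alone and expression by macrophage-like cells therefore cannot be told apart. The increase of these UMIs under B20-4.1.1 is less clear. Across 26 genes at least 8 times as abundant in epithelial-like cells, the log2 fold changes of both classes correlated (r = 0.637), but they did so also for 4399 genes of similar abundance (r = 0.584) and for 343 genes at least 8 times as abundant in macrophage-like cells (r = 0.420). Genes are not independent replicates. The relation predicted a log2 fold change of 0.25 for Spp1 and 0.85 was observed, where the residual SD was 0.46. An increase within macrophage-like cells and one carried over from epithelial-like cells cannot be told apart, since the correlation was not confined to genes more abundant in epithelial-like cells. The changes had the same sign in both classes for 53.8% of the 26 genes, 72.9% of the 4399 and 63.8% of the 343.

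Of the 9 B20-4.1.1 tumors, 3 held most T-like cells. A difference in depth between pools as the whole cause is argued against by tumors of the same pool. In the first B20-4.1.1 pool the shares were 6.71%, 10.1% and 59.4%, and in the second 68.1%, 23.4% and 67.4%. With pools thinned to about the same median UMIs of epithelial-like cells before a minimum of 1000 UMIs, the difference between treatments was 19.7 percentage points, against 20.8 before. The median UMIs of T-like cells then still differed, from 1533.5 to 3187.5 between pools, with the 2 lowest medians in the pools of these 3 tumors. The same 3 tumors held 96, 32 and 55 B-like cells, while no other tumor held more than 2. In these tumors 91.6%, 91.4% and 92.4% of the T-like cells lay in the T-like cluster led by Lef1, Dapl1 and S1pr1. In the other tumors that cluster held at most 22.7% of them. Lymphoid tissue taken with these tumors, and an effect of treatment on lymphoid cells within them, both stay open. The leading genes of a cluster do not show where its cells came from, and no test reported here separates the explanations. The T-like cells of these 3 tumors also change the mix of clusters compared in the T-like class, of which 1 cluster held 7.76% in isotype and 70.0% in B20-4.1.1 tumors. In the T-like cluster with at least 20 cells in every tumor, the inhibitory-receptor median was -0.31 (camera adjusted p = 0.00621), against -0.40 over all T-like cells. For that set 20 of 100 splits, and 4 of the 10 by whole pools, gave as small a p, and the origin of the difference stays open.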
